# Methylphenidate Exposure Induces Dopamine Neuron Loss and Activation of Microglia in the Basal Ganglia of Mice

**DOI:** 10.1371/journal.pone.0033693

**Published:** 2012-03-21

**Authors:** Shankar Sadasivan, Brooks B. Pond, Amar K. Pani, Chunxu Qu, Yun Jiao, Richard J. Smeyne

## Abstract

**Background:**

Methylphenidate (MPH) is a psychostimulant that exerts its pharmacological effects via preferential blockade of the dopamine transporter (DAT) and the norepinephrine transporter (NET), resulting in increased monoamine levels in the synapse. Clinically, methylphenidate is prescribed for the symptomatic treatment of ADHD and narcolepsy; although lately, there has been an increased incidence of its use in individuals not meeting the criteria for these disorders. MPH has also been misused as a “cognitive enhancer” and as an alternative to other psychostimulants. Here, we investigate whether chronic or acute administration of MPH in mice at either 1 mg/kg or 10 mg/kg, affects cell number and gene expression in the basal ganglia.

**Methodology/Principal Findings:**

Through the use of stereological counting methods, we observed a significant reduction (∼20%) in dopamine neuron numbers in the substantia nigra pars compacta (SNpc) following chronic administration of 10 mg/kg MPH. This dosage of MPH also induced a significant increase in the number of activated microglia in the SNpc. Additionally, exposure to either 1 mg/kg or 10 mg/kg MPH increased the sensitivity of SNpc dopaminergic neurons to the parkinsonian agent 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP). Unbiased gene screening employing Affymetrix GeneChip® HT MG-430 PM revealed changes in 115 and 54 genes in the substantia nigra (SN) of mice exposed to 1 mg/kg and 10 mg/kg MPH doses, respectively. Decreases in the mRNA levels of *gdnf*, *dat1, vmat2*, and *th* in the substantia nigra (SN) were observed with both acute and chronic dosing of 10 mg/kg MPH. We also found an increase in mRNA levels of the pro-inflammatory genes *il-6* and *tnf-α* in the striatum, although these were seen only at an acute dose of 10 mg/kg and not following chronic dosing.

**Conclusion:**

Collectively, our results suggest that chronic MPH usage in mice at doses spanning the therapeutic range in humans, especially at prolonged higher doses, has long-term neurodegenerative consequences.

## Introduction

Methylphenidate (MPH; marketed under trade names Concerta® Metadate®, Methylin®, Ritalin®) is one of the most commonly prescribed stimulant medications for the symptomatic management of ADHD and narcolepsy [1], [2], [3]. MPH has been shown to have addictive potential, although it is not abused as frequently as cocaine [4]. Recent studies have detailed an increasing incidence of MPH abuse among young adults and college students in the United States, most likely for its purported non-therapeutic benefit of cognitive enhancement also called “neuroenhancement”. The Monitoring the Future Study (MTF) reported that 2.7% of high school students reported a non-therapeutic use of MPH while 1.9% of college students reported a similar non-medicinal usage [5], [6]

In both diagnosed ADHD and non-ADHD populations, MPH has been shown to increase scores on standardized tests [7], [8], as well as increase working memory [9] and thus, there have been calls for making it available as an “over the counter” (OTC) drug [10]. Despite the extensive use of this stimulant in ADHD and as well as for “off-label” use, few papers have been published regarding the long-term neurological consequences of MPH exposure in the CNS.

MPH is a Schedule II CNS stimulant that exerts its pharmacological effects via preferential blockade of the dopamine transporter (DAT) and norepinephrine transporter (NET), similar to that of cocaine [4]. This blockade results in a reduction of dopamine/norepinephrine uptake, leading to an increase in post-synaptic dopamine/norepinephrine levels [11], [12]. Thus, MPH usage leads to an acute increase in striatal dopamine levels [13]. In terms of neurological effects, dopamine has been shown to have a major modulatory effect in the developing brain on both neostriatal and cortical neurogenesis [14], [15]. Additionally, excess dopamine has been shown to be toxic both *in vitro* and *in vivo* due to the production of superoxide, hydrogen peroxide, and the dopamine quinone [16], [17], [18]. In fact, both acute and chronic treatment with MPH has been shown to result in superoxide production in the brain [19], [20], [21], [22], [23]. Free dopamine has also been shown to induce an inflammatory response in the brain characterized by an increase in cytokines and chemokines [24] that lead to an induction of microgliosis.

In this study, we investigate whether long-term administration of MPH in mice at two doses (1 mg/kg and 10 mg/kg) that reproduce the therapeutic window in humans (treatment of ADHD and recreational use/narcolepsy, respectively) [25], [26], [27] can induce changes in the basal ganglia. Specifically, we examined if acute or chronic administration of MPH altered SNpc dopamine neuron number and catecholamine levels in the striatum. Since excessive dopamine can induce oxidative stress and inflammation, we examined if MPH rendered the basal ganglia more sensitive to MPTP, an agent that has previously been shown to induce neuron damage in the SNpc.

## Results

### Chronic MPH administration affects SNpc DA neuron number

We conducted a systematic stereological analysis of the SNpc in Swiss-Webster mice to determine if chronic exposure to saline, 1 mg/kg, or 10 mg/kg MPH for 90 days affected dopaminergic (DA) neuron number (Fig. 1A–I). While no change in SNpc DA neuron number was observed in animals treated with 1 mg/kg MPH, we did observe a 20% reduction of SNpc DA neurons in mice treated with 10 mg/kg MPH (Fig. 1J). The distribution of cell loss demonstrated that DA neurons towards the caudal end of the SN were more vulnerable to MPH effects while those residing in the more rostral end of this structure appeared unaffected (Fig. 1K).

**Figure 1:**
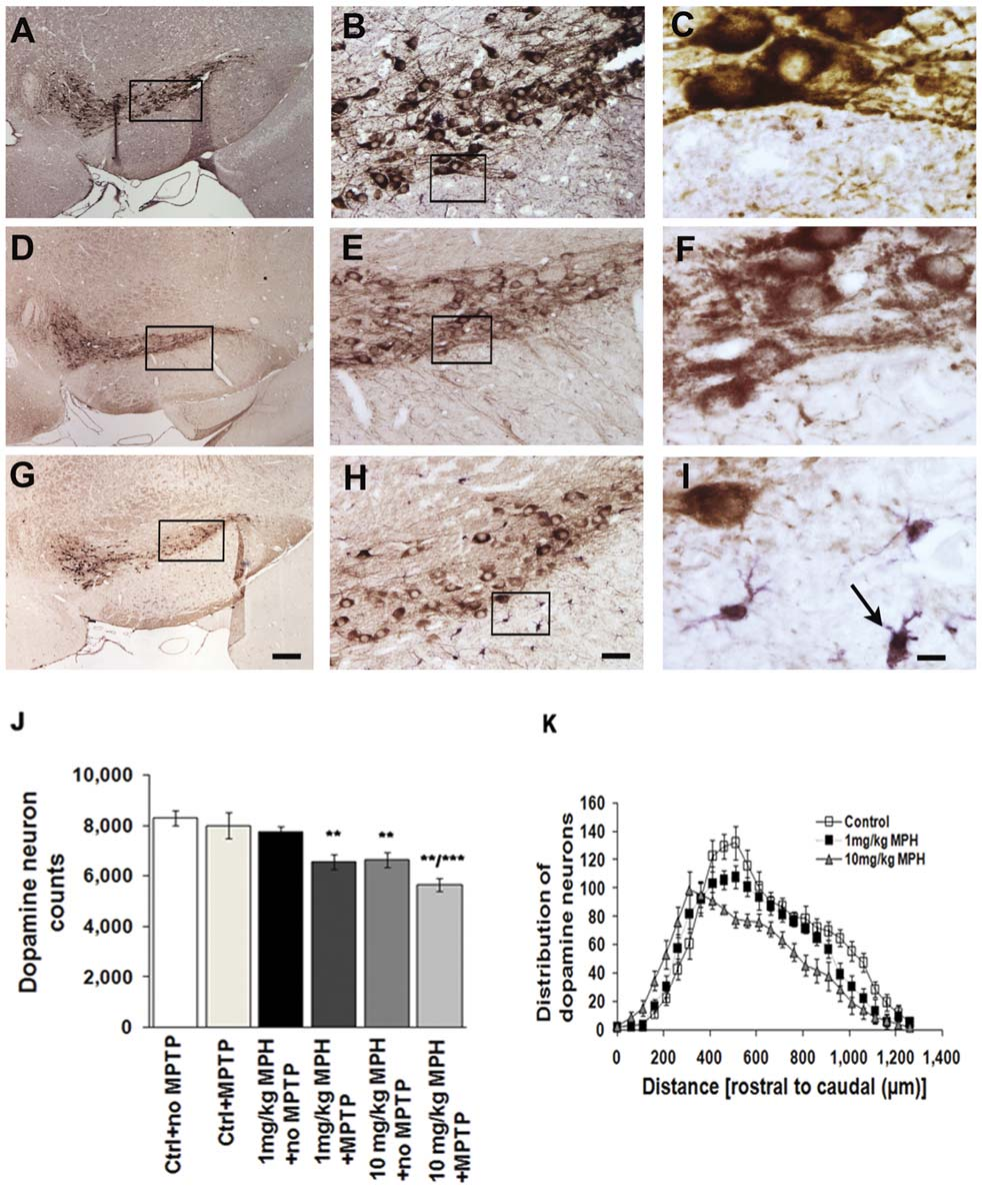
Chronic MPH administration affects SNpc dopamine neuron numbers and induces microgliosis. Representative images of the substantia nigra pars compacta (SNpc) from brains of animals treated with either saline (A–C), 1 mg/kg MPH (D–F) or 10 mg/kg MPH(G–I). The images presented are at 4×, 20× and 100×, respectively. The brain sections have been immunostained with anti-TH (brown) to identify dopaminergic neurons and anti-Iba-1 (purple) to identify microglia. (J) Stereological estimates of dopamine neuron number in substantia nigra pars compacta (SNpc) in animals administered saline (ctrl), saline+MPTP (ctrl+MPTP), 1 mg/kg MPH, 1 mg/kg MPH+MPTP, 10 mg/kg MPH and 10 mg/kg MPH+MPTP. Saline, 1 mg/kg MPH and 10 mg/kg were administered for 90 days following a one-week drug washout period before 4×20 mg/kg MPTP was injected (n = 10). (K) The distribution of dopamine neurons along the rostral-caudal axis in SNpc following chronic administration (90 days) of saline (control), 1 mg/kg MPH and 10 mg/kg MPH. **p≤0.01 compared to saline-treated controls; ***p≤0.001 10 mg/kg MPH compared to saline-control (ctrl), control+MPTP (ctrl+MPTP) and 1 mg/kg MPH+ no MPTP (n = 10). One-way ANOVA statistical test was performed to draw comparisons between the different groups followed by Bonferroni post-hoc tests. Scale bars (A,D,G), 200 µms; (B,E,H), 40 µms and (C,F,I), 8 µms.

### Chronic MPH exposure results in microglia activation in the SNpc

Since excess dopamine has been reported to induce oxidative stress and inflammation, we examined whether chronic administration of MPH could induce a pathological immunoligcal reaction in response to chronic MPH in the SNpc. We estimated the total number of Iba-1-positive microglia cells within the SNpc, and based upon morphology, determined the proportion of microglia in the resting and activated states. We observed that chronic administration of 10 mg/kg MPH did not affect the number of resting microglia (Fig. 2A), but did induce a significant increase in activated microglia (Fig. 2B). We did not observe any change in the number of resting or activated microglia after treatment with 1 mg/kg MPH (Fig. 2A,B).

**Figure 2:**
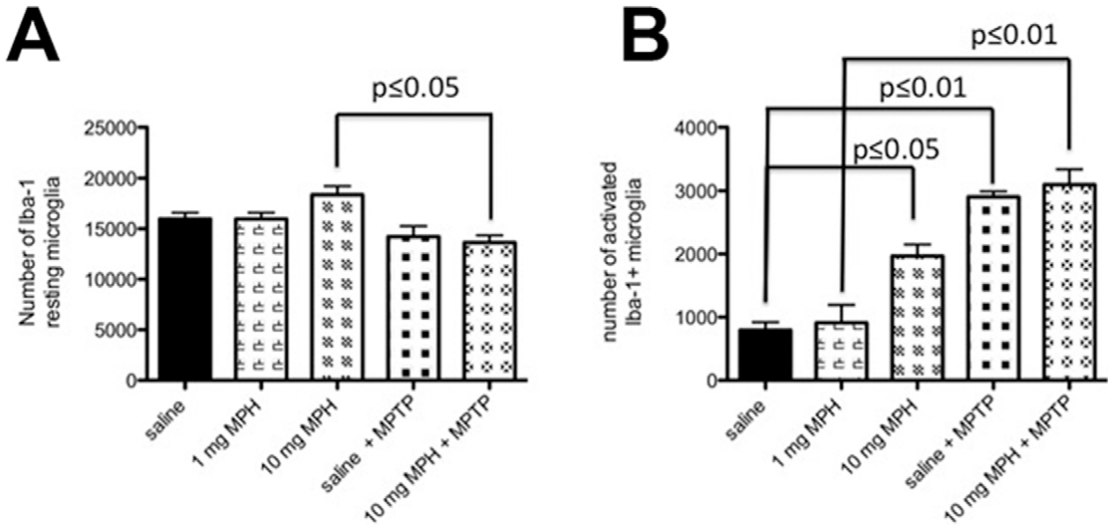
Chronic exposure to high dose MPH results in microglial cell activation in the SNpc. Stereological estimates of Iba-1 positive microglia cells in the SNpc (A) the total number of morphologically-resting microglia and (B) the total number of morphologically-activated microglia following chronic administration of either saline (ctrl), 1 mg/kg MPH, 10 mg/kg MPH and 10 mg/kg MPH+MPTP. (n = 5). One-way ANOVA statistical test was performed to draw comparisons between the different groups followed by Bonferroni post-hoc tests.

### Dopamine and dopamine turnover affected following chronic MPH dosing

In order to determine if long-term administration of MPH resulted in changes in total striatal dopamine levels or dopamine turnover, striata were microdissected 7 days after mice had been administered 90 days of saline, 1 mg/kg MPH, or 10 mg/kg MPH. We found that long-term administration of 1 mg/kg, but not 10 mg/kg MPH, induced a significant increase in total striatal dopamine compared to saline-injected controls (Fig. 3A). We also found a significant increase in the major dopamine metabolite 3,4-dihydroxyphenylacetic acid (DOPAC) at both 1 mg/kg and 10 mg/kg compared to saline-treated mice (Fig. 3B). However, a significant increase in dopamine turnover (DOPAC/DA) was observed only at 10 mg/kg MPH (Fig. 3C).

**Figure 3:**
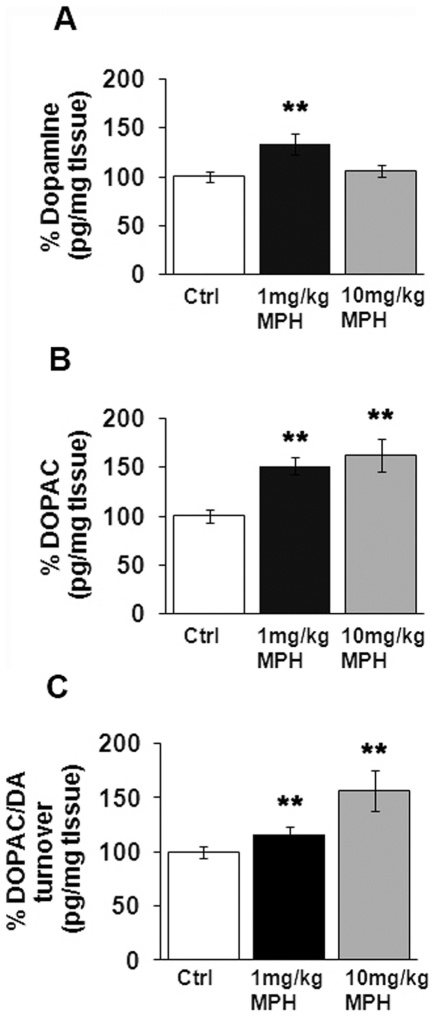
Chronic MPH dosing alters dopamine turnover in the striatum. Striata were microdissected from the brains of mice administered 90 days of saline (Ctrl), 1 mg/kg MPH or 10 mg/kg MPH and were processed for HPLC analyses. Total striatal levels of (A) dopamine and (B) the dopamine metabolite 3,4-dihydroxyphenylacetic acid (DOPAC) are presented as percentage of saline-treated controls (Ctrl). (C) Dopamine turnover is presented as the ratio of DOPAC/DA. *p≤0.01 compared to saline-controls (Ctrl) (n = 8). One-way ANOVA statistical test was performed to draw comparisons between the different groups followed by Bonferroni post-hoc tests.

### Chronic MPH exposure sensitizes the SNpc to MPTP effects

Given that chronic administration of 10 mg/kg MPH-administration lowers SNpc DA neuron number, we examined whether chronic exposure to MPH increased the sensitivity of these neurons to the parkinsonian agent 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP). We also examined if addition of MPTP after MPH altered the immunological microglial response.

In terms of SNpc dopaminergic neuron loss, we have previously shown that the Swiss-Webster strain is resistant to MPTP-induced neuron loss [28], [29]. Thus, if any SNpc neuron loss is observed, it can be inferred that this was due to previous exposure to MPH. We found that chronic administration of either 1 or 10 mg/kg MPH sensitizes SNpc DA neurons to the effects of MPTP compared with saline-injected controls. As shown in figure 1J, MPTP induces an approximately 20% increase in cell death in mice that received chronic administration of either 1 or 10 mg/kg MPH.

We also examined the microglial response to MPTP in these MPH-treated Swiss-Webster mice. Since we only observed an increase in activated microglia in mice chronically-administered 10 mg/kg MPH (Fig. 2B), we only examined the immune response to added MPTP in this condition. We found that mice administered 10 mg/kg MPH+MPTP exhibit a significant decrease in the number of resting microglia (Fig. 2A), with a concomitant rise in the number of activated microglia (Fig. 2B). This suggests that the MPTP potentiates the immune response to MPTP.

Although the increase in SNpc dopaminergic neuron loss was not large enough in and of itself to result in the onset of parkinsonism, this study does suggest that chronic administration of MPH has the potential to be a predisposing or contributing factor to disorders that lead to neurodegenerative disorders involving the dopaminergic system.

### Alterations in Gene Expression following Acute and Chronic MPH Exposure in SN

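For the array experiment, Swiss-Webster mice were injected with saline, 1 mg/kg MPH or 10 mg/kg MPH on a school-day schedule for 3 months. After a drug washout, the substantia nigra, the midbrain region that holds the dopamine neurons projecting to the striatum, was dissected and its mRNA was hybridized to Affymetrix HT MG-430 PM arrays. These arrays measure each transcript with a group of short probes, called a probe set. There were 3 groups of 3 arrays, 9 arrays in all. The authors made the expression values with Robust Multichip Average, which corrects the background, gives all arrays the same distribution of values and summarizes each probe set on the log2 scale. The medians of the 9 arrays lay between 4.49 and 4.53. Leaving out 104 control probe sets, 45037 probe sets were tested, of which 28898 name a single gene and together cover 17097 genes. Control probe sets that match no transcript had a median value of 2.93, compared with 4.51 for all probe sets, so values near 3 cannot be told from background. The control probe sets at the 3' and the 5' end of Actb, whose difference grows as RNA degrades, differed by 0.882 to 0.934 in the saline arrays and by 1.027 to 1.187 in the 6 MPH arrays on the log2 scale, while those of Gapdh differed by 0.231 to 0.387 and by 0.224 to 0.409. From these values, each MPH group was compared with saline in a linear model (limma) with the replicate number as a block, because the methods describe a batch effect of the 3 replicates, and p-values were adjusted by the method of Benjamini and Hochberg. The groups are called here by their deposited labels, as arrays labelled 1 mg/kg and arrays labelled 10 mg/kg. The reason is that the changes listed in Table S1 for 1 mg/kg MPH equal those of the arrays labelled 10 mg/kg, and the changes listed in Table S2 for 10 mg/kg MPH equal those of the arrays labelled 1 mg/kg, and the array values do not show which of the 2 assignments is right.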

In order to begin to identify the mechanism(s) underlying the MPH-induced decrease in SNpc DA neuron number and increases in CNS inflammation, we conducted an Affymetrix gene array study to identify SNpc mRNA changes that were induced in response to chronic administration of MPH. Using unsupervised hierarchical clustering analysis, probes were selected using a median absolute deviation score. 

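Over the 22498 probe sets above the median of the median absolute deviations, the correlation between any 2 of the 9 arrays lay between 0.978 and 0.995. Clustering by average linkage did not return the treatment groups. Of the 9 arrays, 6 lay nearest to an array of their own group, and the other 3 were MPH arrays nearest to an array of the other dose. The array labelled 10 mg/kg replicate 1 formed a cluster of its own when the arrays were divided into 2 clusters. In that array, Icam5 and Itpka, genes of forebrain excitatory neurons, were 2.05 and 1.74 above the mean of the other 8 arrays on the log2 scale, the highest of 10 markers of the cortex or hippocampus, which had a median of 0.704 and a lowest value of -0.467 (Cux2), and the median of the genes of myelin-forming oligodendrocytes was -0.51 relative to saline. The first 3 principal components held 31.9%, 27.1% and 12.8% of the variance.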

Differentially expressed genes between each treatment condition and controls were derived using local-pooled-error test (LPE) with a FDR of 0.05 as the cut-off. 

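Genes of dopamine neurons fell in the substantia nigra of both MPH groups. Of 32 markers of these neurons, 30 had lower values in the arrays labelled 1 mg/kg, with a median log2 fold change of -0.52, and the list fell as a whole (adjusted p = 9.94e-18 from limma's camera, and adjusted p = 0.164 with an estimated correlation). In the arrays labelled 10 mg/kg, 30 of 32 had lower values with a median of -0.38 (adjusted p = 1.88e-12, and adjusted p = 0.306 with an estimated correlation). Adjusted over the list alone, 19 of the 32 markers were lower in the arrays labelled 1 mg/kg and 16 in the arrays labelled 10 mg/kg, while none passed over all probe sets. Without the 8 markers that the study lists in its tables, chosen on these arrays, 10 and 2 of the other 24 were lower in this way, and the 24 had medians of -0.43 (adjusted p = 3.97e-09, and adjusted p = 0.42 with an estimated correlation) and -0.27 (adjusted p = 1.25e-05, and adjusted p = 0.905 with an estimated correlation).
Gch1, which makes the cofactor of tyrosine hydroxylase, had log2 fold changes of -0.84 in the arrays labelled 1 mg/kg and -0.61 in the arrays labelled 10 mg/kg (standard error 0.07, n = 3 arrays per group). Values of Gucy2c, a guanylate cyclase receptor of midbrain dopamine neurons, were -1.398 and -0.99 (standard error 0.16). Those of Sncg, a relative of alpha-synuclein, were -0.66 and -0.54 (standard error 0.08), and those of Chrna6, a nicotinic receptor subunit, -0.67 and -0.58 (standard error 0.09). For the dopamine receptor Drd2 they were -0.42 and -0.46 (standard error 0.08), and for Ret, the signalling receptor for Gdnf, -0.76 and -0.65 (standard error 0.20). Rbfox1, a neuronal splicing factor, had higher values, 0.69 and 0.40 (standard error 0.09), as did Agtpbp1, a tubulin-processing enzyme, 0.84 and 0.23 (standard error 0.12). Adjusted p-values of these 8 genes over all probe sets were between 0.163 and 0.573 (limma). Without the replicate block, the adjusted p was 0.0218 for Gch1, Sncg and Gucy2c and 0.0251 for Chrna6 in the arrays labelled 1 mg/kg and 0.0415 for each of the 4 in those labelled 10 mg/kg, 0.0218 and 0.0689 for Rbfox1, 0.0472 and 0.334 for Agtpbp1, 0.0625 and 0.0462 for Drd2, and 0.0921 and 0.123 for Ret. Tph2 and Slc6a4, genes of the serotonin neurons of the neighbouring raphe, had low values in the same arrays. Their log2 fold changes were -2.71 (standard error 0.85) and -1.90 (standard error 0.56) in the arrays labelled 1 mg/kg, and -2.18 and -1.60 in the arrays labelled 10 mg/kg. Tph2 was uneven in the saline arrays, at 4.24, 7.47 and 6.96. The difference between the ends of Actb, a sign of RNA quality, was higher in all MPH arrays than in all saline arrays. That of Gapdh was not. RNA quality as read from Actb therefore cannot be told apart from the treatment. The mean of the thalamic genes Tcf7l2, Rora and Lhx9 was 0.994 higher than saline in the arrays labelled 1 mg/kg and 0.167 higher in those labelled 10 mg/kg. With that mean as a covariate the median of the dopamine neuron markers was -0.341 and -0.375 (adjusted p = 3.29e-09 and 2.81e-11, and 0.293 and 0.22 with an estimated correlation), and with the mean of Tph2 and Slc6a4 it was -0.38 and -0.328 (adjusted p = 2.58e-13 and 1.62e-07, and 0.874 and 0.885 with an estimated correlation).
With the replicate block, 0 probe sets passed an adjusted p of 0.05 by limma in either comparison, with 4637 at an unadjusted p of 0.05 or less in the arrays labelled 1 mg/kg (2038 higher and 2599 lower) and 4318 in the arrays labelled 10 mg/kg (1837 higher and 2481 lower). Without the replicate block, limma called 54 probe sets in the arrays labelled 1 mg/kg (16 higher and 38 lower) and 115 in the arrays labelled 10 mg/kg (46 higher and 69 lower). The local pooled error test, which borrows its error from probe sets of like intensity, called 533 and 337, and ComBat followed by limma without the block 3152 and 2738. In simulated data, ComBat followed by that fit gave 329 false calls without a batch and 614 with one. Here it may also have corrected the replicate number a second time. Limma with an intensity trend and its robust option together called 2 and 1. The set test also passed the dopamine neuron list in 6 of the 9 other divisions of the same 6 arrays into groups of 3, in each comparison, with medians up to 0.34 and 0.30 in size. Each other division has more arrays of one group than of the other on each side, so it keeps part of the real difference. These passes therefore do not show how often the list passes without a change.

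**Figure D1:**
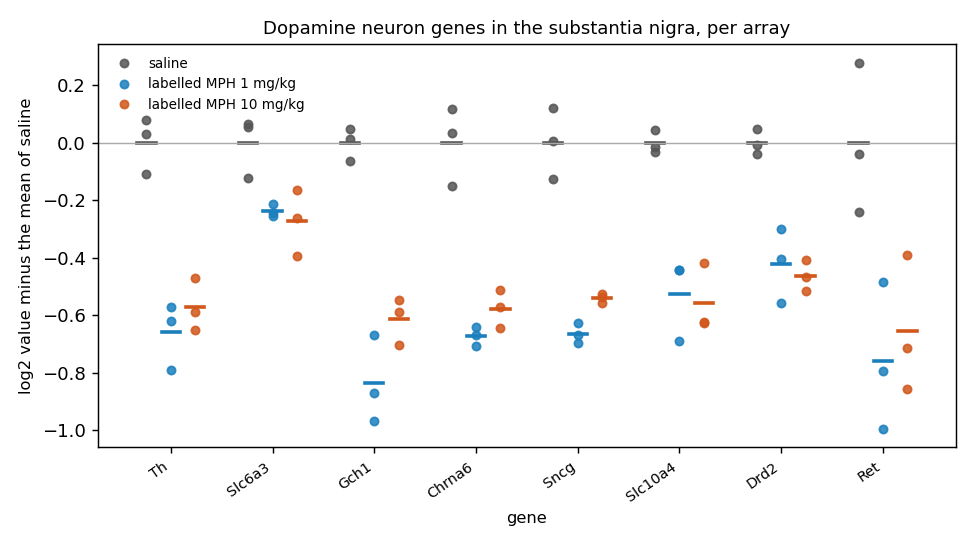
Log2 values of 8 genes of dopamine neurons, minus the mean of the saline arrays (vertical axis), for each of the 9 arrays. Points are arrays, colored by group, and short bars are group means. All arrays labelled 1 mg/kg or 10 mg/kg lie below all 3 saline arrays for each gene shown.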

We found a total of 115 genes and 54 genes out of 45,037 on the arrays whose expression were significantly different at the p≤0.05 at 1 and 10 mg/kg MPH doses, respectively, in the SNpc (Tables S1 and S2). Of these gene changes, 23 were common between the high and low MPH doses (Fig. 4A). 

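Among the named genes that stand in both tables, which the study chose on these arrays, most had lower values in the MPH arrays. Lhfpl5, a membrane protein known from inner ear hair cells, had log2 fold changes of -0.71 and -0.72 in the arrays labelled 1 mg/kg and 10 mg/kg (standard error 0.10, n = 3 arrays per group). Epb41l1, a neuronal cytoskeletal protein, had values of -0.62 and -0.55 (standard error 0.08). D2hgdh, a mitochondrial dehydrogenase, had values of -0.58 and -0.48 (standard error 0.08). Nol3, an inhibitor of cell death, had values of -0.50 and -0.42 (standard error 0.08), and Jak3, a kinase of cytokine receptors, of -0.37 and -0.40 (standard error 0.07), with its other probe set on the other side of 0 in both. Values were higher for Sncaip, which binds alpha-synuclein, at 0.49 and 0.44 (standard error 0.09), and for Cnnm1, at 0.60 and 0.62 (standard error 0.09). None of these 7 genes passed limma's test with the replicate block, and without it all 7 passed in both comparisons (adjusted p = 0.0218 to 0.0498). Without the block, 23 probe sets passed in both comparisons, 7 higher and 16 lower, where 20 simulated data sets of unchanged groups that were passed through ComBat gave 9 to 36 higher and 11 to 36 lower by the same fit. With the block, 0 passed in both by limma, and at an unadjusted p of 0.05 or less 634 were higher and 1037 lower in both. Unchanged groups simulated against the same saline arrays shared a median of 264 and 261, and 534 to 613 and 512 to 610 when the simulated values were passed through ComBat. Both comparisons use the same 3 saline arrays, too few to be split.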

Since the cellular changes, both in SNpc DA neuron number and microglia, were observed primarily at the 10 mg/kg MPH dose, we used qPCR to further examine and validate the expression of genes in animals exposed to only this dose. Specifically, we examined expression of genes associated with modulations in basal ganglia toxicity including brain derived neurotropic factor (*bdnf*), glial derived neurotropic factor (*gdnf*), tyrosine hydroxylase (*th*), the dopamine transporter DAT1 (*slc6a3*), and the vesicular monoamine transporter VMAT2 (*slc18a2*). We found significant reductions in mRNA expression in *gdnf*, *th*, *slc6a3*, and *slc18a2* after both acute and chronic administration of 10 mg/kg MPH, while *bdnf* was only reduced after chronic 10 mg/kg MPH (Fig. 4B–E).

**Figure 4:**
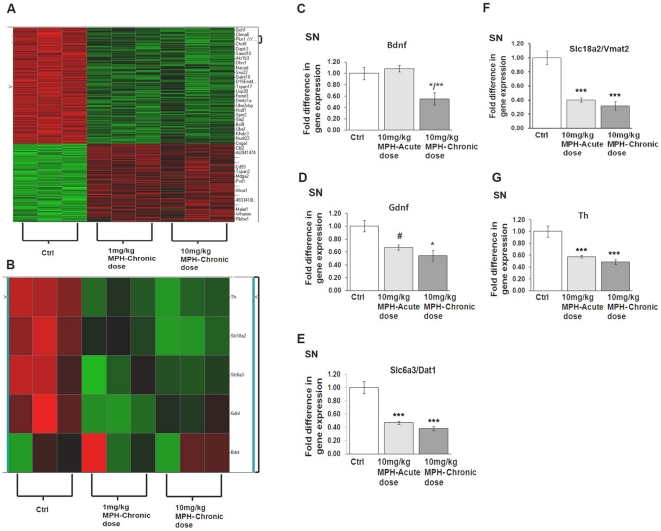
Acute and chronic administration of MPH alters gene expression in the substantia nigra (SN). (A) Heat map representation of gene expression changes following chronic administration of either 1 mg/kg MPH or 10 mg/kg MPH in the SN (n = 3). qPCR analysis demonstrating normalized fold-change expression of (B) *bdnf*, (C) *gdnf*, (D) *dat1(slc6a3)*, (E) *vmat2(slc18a2)* and (F) *th* mRNA in SN (n = 3). *p≤0.02 vs saline-controls (ctrl); **p≤0.02 vs saline-controls and 10 mg/kg MPH-acute dose; #p≤0.02 10 mg/kg MPH acute-dose vs saline-controls (ctrl). One-way ANOVA statistical test was performed to draw comparisons between the different groups followed by Bonferroni post-hoc tests.

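Th, which encodes the rate-limiting enzyme of dopamine synthesis, had log2 values of 11.10 ± 0.10 in the saline arrays, 10.44 ± 0.12 in the arrays labelled 1 mg/kg and 10.53 ± 0.09 in the arrays labelled 10 mg/kg (SD, n = 3). Its log2 fold changes were -0.66 and -0.57 (standard error 0.09, adjusted p = 0.341 and 0.329 from limma with the replicate block, and 0.0394 and 0.0415 without it). Slc6a3, the dopamine transporter that MPH blocks, had log2 fold changes of -0.23 and -0.27 (standard error 0.09, adjusted p = 0.463 and 0.46). Gdnf, a survival factor for dopamine neurons, had values of -0.13 and -0.22 (standard error 0.07, adjusted p = 0.582 and 0.453), with all arrays near background at group means of 2.95 to 3.18. For these 3 genes, every array of each MPH group lay below every saline array. Chance gives this with p = 0.1 in a two-sided exact permutation test, the smallest p that 3 arrays against 3 allow. For Gdnf this order shows nothing, as its values cannot be told from background. Bdnf, a neurotrophin, had log2 fold changes of -0.14 and 0.25 (standard error 0.35, adjusted p = 0.916 and 0.841), and its exact permutation p was 0.6 and 0.7. A second probe set of Bdnf had a positive value, 0.11, in the arrays labelled 1 mg/kg. The value of Bdnf in the arrays labelled 10 mg/kg was -0.32 without replicate 1 of that group. Slc18a2, the vesicular monoamine transporter, has 1 probe set, which the array annotation assigns to Pdzd8 as well. Its log2 fold changes were -0.55 and -0.34 (standard error 0.09, adjusted p = 0.378 and 0.424, and 0.0472 and 0.0914 without the block), and Table S2, chosen on these arrays, lists it under Slc18a2. The 18 measured genes of neurotrophic factors and their receptors had medians of -0.11 and -0.01 and did not pass the set test (adjusted p = 0.889 and 0.825), nor did 15 genes of dopamine and noradrenaline signalling, at -0.10 and -0.04 (adjusted p = 0.989 and 0.717). For the lower dat1 and th mRNA, the paper proposes that covalent modification by dopamine quinones may play a part.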

### Evidence for inflammation associated with acute doses of MPH

Due to the observed increase in the number of morphologically-activated SNpc microglia following administration of 10 mg/kg MPH, we investigated whether the expression of inflammatory genes, including *il-6*, *tnf-α*, *cox-2*, and *il-1b* were altered following chronic or acute dosing of 10 mg/kg MPH in both SN and its target, the striatum. We found significant increases in mRNA expression of the pro-inflammatory genes *tnf-α* and *il-6* in the striatum of animals administered a single dose of 10 mg/kg MPH compared saline-injected controls (Fig. 5A–D). No changes were seen in the expression of these genes in the SN.

**Figure 5:**
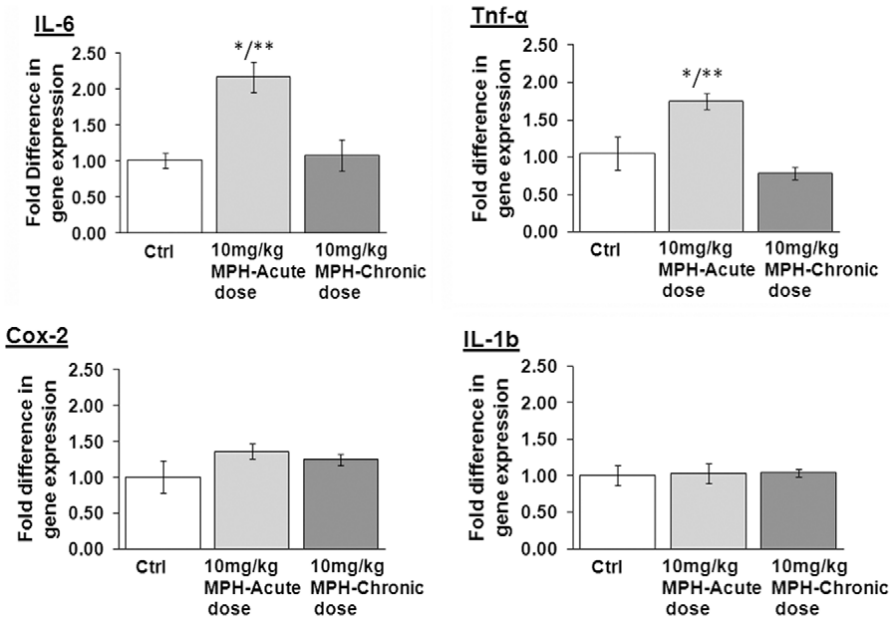
mRNA expression of pro-inflammatory genes following acute administration of 10 mg/kg MPH in the striatum. Fold change values in mRNA expression presented are normalized against saline controls, in the striatum. The genes probed for include (A) *il-6*, (B) *tnf-á*, (C) *cox2* and (D) *il-1b*. *p≤0.02 compared to saline-controls (ctrl); **p≤0.02 compared to 10 mg/kg MPH-chronic dose, (n = 3). One-way ANOVA statistical test was performed to draw comparisons between the different groups followed by Bonferroni post-hoc tests.

## Discussion

The present study investigated the pathological effects of acute and chronic MPH in the basal ganglia using two different doses that span the therapeutic window of MPH use for ADHD and narcolepsy in humans (1 mg/kg and 10 mg/kg, respectively) [30], [31]. We demonstrate that chronic administration of 10 mg/kg MPH induces a small but significant loss of SNpc dopaminergic neurons. We also find that chronic exposure to both 1 mg/kg and 10 mg/kg MPH can sensitize SNpc dopamine neurons to a further oxidative stress. Though the complete mechanism for this sensitization of dopamine neurons is not well understood, our experiments suggest a combined effect of an increased inflammatory response with reduced levels of several trophic factors, including BDNF and GDNF.

Despite the extensive use of MPH in school aged and adult populations with ADHD (including a proportion that are improperly diagnosed with ADHD) [32], [33]) as well its use in general cognitive enhancement in non-ADHD individuals [10], only a few studies have investigated the neuropathological consequences of long-term MPH exposure. In this study, we used a 12-week MPH administration schedule that spans the developmental period in rodents and corresponds to the pre-adolescent through young adult period in humans, during which MPH is typically used [34].

MPH's mechanism of action is to increase the availability of extracellular DA and NE in the synaptic cleft through blockade of the dopamine transporter (DAT) and norepinephrine transporter (NET) [12], [35], [36]. In this study, we observed a significant increase in total dopamine levels in the striatum at 1 mg/kg MPH, a change that was not observed at 10 mg/kg MPH. Previous studies have also reported a similar increase in striatal dopamine levels at similar lower doses of MPH [37]. The observed lack of change in total dopamine concentrations at the higher dose might reflect a ceiling effect achieved due to chronic dosing of the drug, or it may be the result of a compensatory alteration in the production of dopamine that results from the observed 20% loss in dopamine neurons in the SNpc. In order to determine if this compensation is occurring, we measured the ratio of striatal dopamine to SNpc DA neurons. When examined as a ratio, both 1 and 10 mg/kg MPH treatment demonstrate a significant increase in the dopamine∶SNpc neuron ratios (150% in 1 mg/kg MPH and a 132% increase for mice treated with 10 mg/kg MPH), suggesting that either dose of MPH increases striatal dopamine, not just that of 1 mg/kg MPH.

It is well known that increased extracellular DA may be problematic. Oxidation of DA can produce both superoxide and hydrogen peroxide, which may then form hydroxyl radicals in the presence of certain metals [17]. Additionally, previous studies have indicated that DA can become neurotoxic following its oxidation to a DA quinone, which may then react with cellular thiols to form 5-S-glutathionyl DA and 5-S-cysteinyl DA [38]. The subsequent oxidation of 5-S-cysteinyl DA produces a number of neurotoxic compounds [17]. An increase in the free radical content in the basal ganglia has been shown to potentiate neurodegeneration [39], [40], [41].

In addition to a direct effect of MPH on the basal ganglia, we hypothesized that chronic MPH could increase sensitivity of SNpc dopamine neurons to a later oxidative stress exposure. MPH's mechanism of action- blockade of the DAT- is similar to that of cocaine [42] and results in an increase in extracellular dopamine, which has been shown to quickly form free radical adducts [43], [44]. Since increased free radical production has been shown to increase the sensitivity of SNpc neurons to environmental or administered xenobiotics [42], it is possible that long-term MPH could be a contributing etiological factor in a multi-hit hypothesis for induction of Parkinson's disease [45], [46], [47].

In this study, we administered an acute regimen of MPTP (4×20 mg/kg), an agent that is known to induce oxidative stress [48], [49], [50], to MPTP-resistant Swiss-Webster mice [28] treated with a chronic regimen of 1 or 10 mg/kg MPH. We found that chronic exposure to both 1 mg/kg and 10 mg/kg MPH increased the sensitivity of SNpc dopamine neurons to oxidative stress, based on a significantly increased SNpc dopamine neuron loss in mice administered MPH as compared to saline-treated control mice. Although the mechanism for this neuronal loss is unknown, a significant increase in MPH-induced activated microglia was observed; therefore, we hypothesize that an increase in free radical formation along with a concomitant neuroinflammatory response increases the sensitivity of the SNpc dopamine neurons to a later oxidative challenge. This conclusion is supported by a recent epidemiological study that showed that long-term amphetamine usage, which like MPH results in higher levels of striatal dopamine in the synaptic cleft, results in a significantly higher risk for developing Parkinson's disease [51].

In order to address the mechanism for increased sensitivity of dopamine neurons, we used an unbiased gene microarray analysis. 

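Th, Gch1, Sncg, Chrna6, Gucy2c, Drd2 and Ret were among the dopamine neuron genes with negative values in both MPH groups. Of 146 probe sets that passed limma's test without the replicate block in either comparison, 140 (95.9%) had the same sign in both. Both comparisons use the same 3 saline arrays, and in 20 simulated data sets without any change that were passed through ComBat, 87.0% to 93.3% of the probe sets called in this way had the same sign. Over all 45037 probe sets, 70.8% had the same sign, where unchanged groups simulated against the same saline arrays gave a median of 66.7%. The log2 fold changes of the 2 comparisons had a correlation of 0.62 across probe sets, which are not independent replicates, against a simulated median of 0.50. Their covariance was 0.0183, against 0.00742 in the simulation (range 0.00691 to 0.00795 in 100 draws). Any difference of the saline arrays from both MPH groups, in dissection or RNA quality as well, would raise the covariance. The Actb ends set all saline arrays apart from all MPH arrays. The gap to the simulation therefore does not by itself show an effect of MPH. Between the 2 MPH groups themselves, 0 probe sets passed limma's test, with or without the block (smallest adjusted p = 0.774 with it and 0.0542 without it), with 2879 at an unadjusted p of 0.05 or less. The local pooled error test called 208 there. ComBat followed by limma without the block, which may correct the replicate number a second time, called 716.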

A comparison of heat maps representative of relative mRNA expression (Figure 4A,B) shows a number of genes whose direction of expression change (±) was similar after chronic administration of 1 and 10 mg/kg. 

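Genes of inflammation and of cell damage and repair had both higher and lower values in the MPH arrays, and none of their lists passed the camera test. The 27 measured pro-inflammatory genes had median log2 fold changes of 0.02 in the arrays labelled 1 mg/kg and 0.00453 in the arrays labelled 10 mg/kg (adjusted p = 0.637 and 0.825). Among them, Il6 had values of 0.06 and -0.03 (standard error 0.09), Tnf of 0.02 and 0.04 (standard error 0.08), Il1b of 0.11 and -0.12 (standard error 0.09) and Ptgs2, the inducible cyclooxygenase, of 0.18 and 0.43 (standard error 0.25), with its other probe set on the other side of 0 in the arrays labelled 1 mg/kg. Their exact permutation p-values lay between 0.2 and 0.8 (3 arrays against 3). The group means of Il6, Tnf and Il1b were low, at 3.23 to 3.69 where the background was 2.93. The adhesion molecule Icam1 had log2 fold changes of -0.11 and -0.51 (standard error 0.10). The chemokine Ccl5 had values of opposite sign, -0.12 and 0.38 (standard error 0.11), and passed in neither comparison (adjusted p = 0.745 and 0.426 from limma). The 23 genes of activated microglia had medians of -0.02 and -0.03 (adjusted p = 0.944 and 0.909), with the lysosomal protein Cd68 at -0.37 and -0.60 (standard error 0.23). The 19 genes of homeostatic microglia had medians of -0.01 and -0.16 (adjusted p = 0.989 and 0.557), with the phagocytic receptor Trem2 at -0.35 and -0.44 (standard error 0.18, its other probe set on the other side of 0 in the arrays labelled 1 mg/kg), and in the arrays labelled 10 mg/kg the list passed as lower without replicate 3 of that group (adjusted p = 0.0182) or without saline replicate 3 (adjusted p = 0.0377). Complement and Fc receptor genes (16) had medians of 0.02 and 0.06 (adjusted p = 0.535 and 0.685), with the complement protease C2 at 0.53 and 0.54 (standard error 0.17). Interferon response genes (21) had medians of -0.02 and -0.02 (adjusted p = 0.989 and 0.909), with Lgals3bp, a secreted glycoprotein, at -0.52 and -0.72 (standard error 0.11, adjusted p = 0.0683 and 0.0415 without the replicate block).
Of the damage and repair lists, the 34 genes of DNA damage and repair had medians of -0.01 and -0.01 (adjusted p = 0.989 and 0.909). Xpc, which recognizes damaged DNA, had values of -0.36 and -0.31 (standard error 0.08). The 25 apoptosis genes had medians of -0.06 and -0.02 (adjusted p = 0.989 and 0.96), the 25 genes of the oxidative stress response -0.00523 and -0.05 (adjusted p = 0.989 and 0.825), with the antioxidant enzyme Srxn1 at -0.30 and -0.45 (standard error 0.11, with 2 of its 4 probe sets on the other side of 0 in both), and 16 Parkinson disease genes -0.09 and -0.04 (adjusted p = 0.274 and 0.847). Adjusted over the oxidative stress list alone, 1 gene was higher and 1 lower in the arrays labelled 10 mg/kg. Over all probe sets without the block, 1 was higher and 0 lower. The fry test for change in either direction, which does not compare a list with other genes, passed some of these lists. For the arrays labelled 1 mg/kg it passed apoptosis (adjusted p = 0.0148), Parkinson disease genes (0.00335) and dopamine and noradrenaline signalling (0.0167). For the arrays labelled 10 mg/kg it passed activated microglia (adjusted p = 0.0293), interferon response (0.00147), DNA damage and repair (0.0112), apoptosis (0.0491), oxidative stress response (0.00147), Parkinson disease genes (0.00147) and dopamine and noradrenaline signalling (0.0111). It also passed the dopamine neuron markers in both (adjusted p = 0.00285 and 0.00147), while fry for 1 direction passed them in the arrays labelled 1 mg/kg (adjusted p = 0.0161) but not in those labelled 10 mg/kg (0.0531). The lists are not the gene sets of the paper, which its text does not name.

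**Figure D2:**
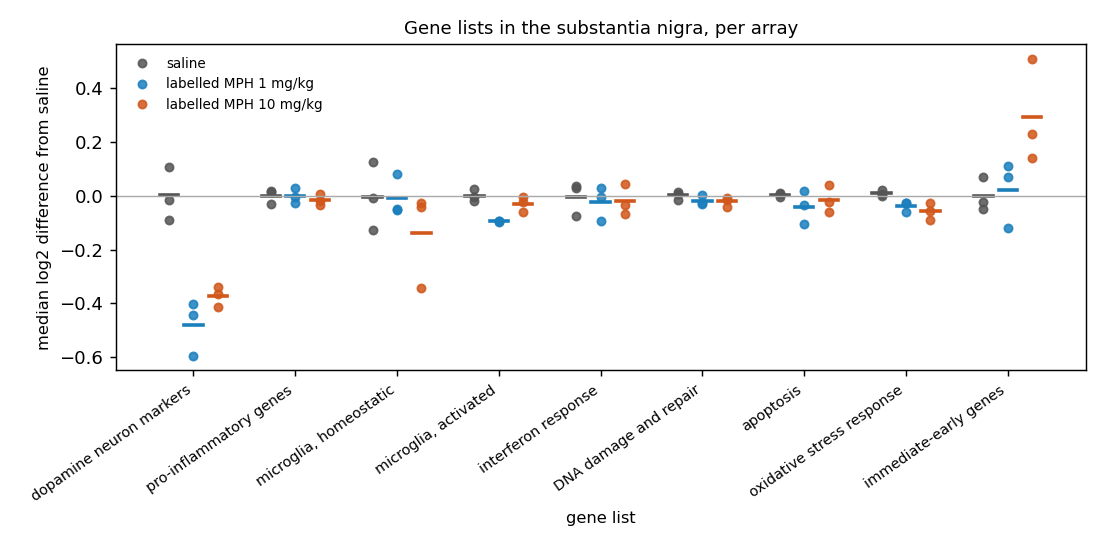
Median over each gene list of the log2 difference from the mean of the saline arrays (vertical axis), for each of the 9 arrays. Points are arrays, colored by group, and short bars are group means. Dopamine neuron markers of all MPH arrays lie below all saline arrays, and the immediate-early genes of the array labelled 10 mg/kg replicate 1 stand highest, at 0.51.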

Gene Set Enrichment Analysis (GSEA) identified gene sets that were related to inflammation and cell damage and repair pathways. Using qPCR validation, we measured significant decreases in mRNA expression of the neurotrophins *bdnf* and *gdnf* in the SNpc after both acute and chronic dosing of 10 mg/kg MPH. We also found significant decreases in mRNA expression of genes involved in dopamine biosynthesis (tyrosine hydroxylase, *th*) and handling (dopamine transporter, (*slc6a3*) and the vesicular monoamine transporter (*slc18a2*)). These changes were observed following both acute and chronic doses of 10 mg/kg MPH in the SNpc. Previous reports have associated decreases in mRNA expression of *vmat2* and *dat1* with neurotoxicity in cases where pharmacotherapeutic agents that alter dopamine levels and neurodegenerative conditions, respectively [52], [53]. The observed downward changes in the mRNA message of *dat1* and *th* may also be due to the covalent modification by dopamine quinones leading to its translational inactivation [41], [54], [55].

Notably, our Affymetrix and qPCR studies also found that acute exposure to higher doses of MPH increased the expression of inflammatory genes in the striatum, including the pro-inflammatory genes *tnf-α* and *il-6*. This increase in the pro-inflammatory gene expression following a single acute dosage suggests that MPH does induce inflammation, and this is supported by our finding of increased numbers of both total and activated microglial cells in the SNpc. Surprisingly, we did not see an increase in inflammatory gene expression after chronic administration of MPH, although we did continue to observe an increased number of morphologically activated microglia. This suggests that sometime during the course of the chronic exposure to MPH, there might be a dampening (self-repressesion) of inflammatory gene expression. It is unknown at this time if the gene repression we observe after chronic treatment with MPH is permanent (longer than 90 days), or if it can at a later time be re-induced. If this is the case, then the activated microglia observed, have the potential to play a modulatory role in later inductions of oxidative stress that would affect the same brain systems. Alternatively, it is also possible that microglia that are activated do not have the ability to return to their morphologically pre-inflamed state, as other studies have shown evidence of microglia activation long after resolution of the initiating insult [56].

Taken together, our results suggest that chronic administration of methylphenidate in mice, at doses that approximate those at the higher therapeutic range in humans, results in a reduced expression of neurotrophic factors, increased neuroinflammation, and a small, but significant loss of SNpc dopamine neurons. These results can only be interpreted in the context on normal brain structure and function, and thus would have direct implications for the illicit/neurocognitive use of MPH. Since the underlying anatomy and biochemistry of ADHD has not been definitively characterized, our findings may or may not be generalizable to the vast majority of humans who are properly diagnosed with ADHD and are prescribed methylphenidate. Nevertheless, this work supports studies [51], [57], [58], [59] that demonstrate that drugs shown to increase the levels of dopamine in the synaptic cleft can contribute to degenerative changes in the basal ganglia.

## Materials and Methods

### Ethics Statement

All of the experimental procedures in the animals were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals. These studies were carried out under protocol number 322 and were approved by the St Jude Children's Research Hospital IACUC under the auspices of Animal Assurance Number: A3077-01, effective March 5, 2010–Dec. 31, 2013.

### Animal Handling and Treatment

Three week old Swiss Webster mice (Hsd:ND4, Harlan Laboratories) were acclimated in our animal facility for a period of a week and maintained on a 12 h light/dark cycle with *ad libitum* food and water. Starting at postnatal day PD28, mice were administered intraperitoneal (i.p.) injections of saline, 1 mg/kg, or 10 mg/kg methylphenidate hydrochloride (MPH, Cat # M2892 Sigma-Aldrich), once daily, 1 hour prior to the initiation of the animal's active phase (18:00 hrs). The doses of MPH used in this study were chosen based on previous studies in rodents suggesting that MPH doses of less than 5 mg/kg i.p. mirror those that are used in clinical practice [26], whereas recreational use of MPH or its use in the treatment of narcolepsy would be reflected by a dose of 10 mg/kg [27]. MPH injections were administered using a school week schedule (5/days/week), as this dosing paradigm is a recommended schedule for administration of MPH to eliminate the possibility of MPH to abrogate growth [60], [61]. At the end of 12 weeks, the animals were allowed a washout period of 7 days (except when noted) to ensure complete elimination of MPH from the CNS [62]. Subsequently, mice were either transcardially perfused with 3% paraformaldehyde for histological studies, or rapidly decapitated following an induction of deep anesthesia, after which individual brain regions were dissected and processed for mRNA isolation.

### Identification and Dissection of Brain Structures

Brain tissue from mice was dissected based on the following coordinates: SN (Bregma: −2.70 to −3.70) and striatum (Bregma: +0.14 to +1.26 mm) [63].

### Immunohistochemistry

After a one week drug washout period, Swiss-Webster mice were deeply anesthetized with an overdose of Avertin; following the loss of the deep tendon and corneal reflexes, mice were transcardially perfused with cold physiological saline followed by cold 3% paraformaldehyde. The perfused brains were processed for paraffin embedding. Brains were sectioned on the microtome at 10 µm thickness and mounted on polyionic slides (Superfrost-plus, Fisher Scientific). Deparaffinized sections were incubated with primary antibody for identification of dopamine neurons (mouse monoclonal anti-tyrosine hydroxylase, TH; Sigma-Aldrich;1∶500) or dopaminergic neurons and microglia (mouse monoclonal anti-tyrosine hydroxylase and rabbit polyclonal Iba-1 (Wako Chemicals; 1∶500)). The secondary antibodies included biotinylated mouse IgG (for TH, 1∶1000) or biotinylated rabbit IgG (for Iba-1, 1∶1000). Diaminobenzindine (DAB) or a VIP kit (Vector labs) reaction was used to yield a brown (TH) or a purple (Iba-1) color, respectively. All tissue sections were counter stained with the nissl stain Neutral Red for landmark identification.

### Quantification of SNpc DA neurons and Iba-1-positive microglia

DA neuron and Iba-1-positive microglial cell number in the SNpc were estimated using standard model-based stereological methods [64]. Briefly, for neuronal counts, brains were blocked and serially-sectioned at 10 µm from the rostral hippocampus to the cerebellar-midbrain junction. Serial sections were mounted 5 sections per slide onto polyionic slides. TH-positive neurons and TH-negative, Nissl-positive cells within the SNpc that had the characteristics of dopaminergic neurons were counted using a 40× objective (total magnification 400×). Specifically, neurons from both left and right sides of the SNpc within one section per slide (chosen randomly and then maintained throughout all sections, (i.e. the 3^rd^ section on each slide) were counted) [64].

Microglia were counted using the optical fractionator method [65] using Microbrightfield StereoInvestigator (MBF Biosciences, Williston, VT). Both Iba-1 resting and activated microglia were counted [66]. Stringent measures were adopted to classify Iba-1 positive microglia as resting or activated based on morphology based on the detailed description by Graeber and Streit [67]. Microglial cells would be deemed as resting if they contained a small oval Iba-1-positive cell body that averaged 3 microns in diameter with long slender processes. Microglia would be classified as activated when the cell body was slightly increased in size compared to resting microglia and had an irregular shape. Based on cell size of the counting particle in 12 micron (empirically measured) sections, we used a high NA lens and a total magnification of 1000× in which we were able to clearly define approximately 18 focal planes within our section (1 focal plane equals approximately 0.54 mm). The processes on the microglia were shorter and had thickened processes. All numbers are expressed as mean ± SEM.

### MPTP treatment

1-Methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP-HCl, Cat. #M0896, Sigma-Aldrich, St. Louis, MO) was dissolved in sterile saline to a final concentration of 5 mg/ml. Each animal was administered four intraperitoneal injections of 20 mg/kg MPTP-HCl, one every 2 hours for 8 hours. All mice were allowed to survive for one week after MPTP injections, a time when the MPTP-induced lesion was maximal [42].

### Microarray Analysis

Animals injected with either saline, 1 mg/kg MPH, or 10 mg/kg MPH for 3 months using a school-day schedule were allowed a 7 day drug wash period, after which animals were rapidly decapitated under deep anesthesia. The substantia nigra (SN) was rapidly dissected, flash frozen, and stored at −80°C. mRNA was isolated from SN in accordance with the protocol outlined in RNAqueous®-Micro kit (Ambion, Austin, TX) according to manufacturers recommendations. Technical procedures for microarray analysis, including quality control of mRNA, labeling, hybridization and scanning of the arrays were performed by the Hartwell Center for Bioinformatics & Biotechnology (HC) at St. Jude Children's Research Hospital (SJCRH) according to standard operating procedures for Affymetrix protocols (GeneChip® Expression Analysis manual, Affymetrix, Santa Clara CA, USA).

The mRNAs were profiled using Affymetrix HT MG-430 PM arrays. 

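The deposited values carried almost no difference between the replicate numbers. Over the 45037 probe sets, the median F statistic of the replicate number, which compares the spread between numbers with the residual spread, was 0.073, where values without any batch have a median of 0.828. Arrays of different groups with the same number deviated in opposite directions from their group means, with correlations of -0.13 to -0.63. In 20 simulated data sets of unchanged groups that were passed through ComBat, the median F was 0.0121 to 0.0137, and limma without the block called 99 to 395 probe sets (median 267) in data that held no change. With the replicate number as a block, 0 to 4 were called in the same simulated data. In simulated data without batch and without ComBat, limma without the block called 0 or 1. The median F of the data passed through ComBat lay under that of the deposited values, so those counts need not hold for them.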

The array signals were normalized using Robust Multichip Average [68] and batch-effect of three replicates were corrected using ComBat [69]. The processed data were analyzed using linear models algorithm with Limma [70]. Differentially expressed genes between the treated and control samples were selected using FDR-corrected p-value of 0.01(q value of ≤0.05). All data are MIAME compliant, and the raw data have been deposited in a MIAME compliant database (GEOID: GSE33619).

### Validation of Microaray Data and Quantitative Analysis of mRNA levels

Dissected substantia nigra and striatum were homogenized and processed to yield mRNA in accordance with the protocol outlined in RNAqueous®-Micro kit (Ambion, Austin, TX). The isolated RNA was converted to cDNA using the High Capacity RNA to cDNA kit (Applied Biosystems, Carlsbad, CA). The cDNA was subsequently used for qPCR analysis using a Taqman assay (Applied Biosystems). The ribosomal 18S and beta-actin genes were used as the standardizing control gene. The final values have been expressed as 2^−ΔΔCt^ denoting fold-change in mRNA levels for each gene.

### Statistical Analysis

One-way ANOVAs with Bonferroni post-hoc tests were used to draw comparisons between treatment groups. Data was plotted as mean ± S.E.M. A value of p≤0.05 was considered significant.

## Supporting Information

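This table lists 115 probe sets, 46 with positive and 69 with negative values, by a public sequence identifier, a gene title and a column called fold change. The values of both tables run from -1.3977 to 1.3476, so they are differences of log2 values and not ratios. Through the identifiers, 76 of the 115 could be matched to a probe set of the arrays. All 76 listed values equalled the difference between the arrays labelled 10 mg/kg and saline within 5e-04, and 0 of 76 equalled the difference for the arrays labelled 1 mg/kg (correlation 0.89). The 115 values, when sorted, also equalled those of the 115 probe sets that limma called without the replicate block in the arrays labelled 10 mg/kg.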

Table S1 **Identification of differentially expressed genes (p≤0.05) in the substantia nigra comparing saline and 1 mg/kg MPH-treated mice.**
(XLS) Click here for additional data file.

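This table lists 54 probe sets, 16 with positive and 38 with negative values, in the same form. Of the 36 that could be matched by identifier, all 36 values equalled the difference between the arrays labelled 1 mg/kg and saline within 5e-04, and 0 of 36 the difference for the arrays labelled 10 mg/kg (correlation 0.92). The sorted values equalled those of the 54 probe sets called by limma without the replicate block in the arrays labelled 1 mg/kg. By identifier, 23 entries stand in both tables, all 23 with the same sign.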

Table S2 **Identification of differentially expressed genes (p≤0.05) in the substantia nigra comparing saline and 10 mg/kg MPH-treated mice.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

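RNA of the substantia nigra was measured in 3 saline arrays, 3 arrays labelled 1 mg/kg MPH and 3 arrays labelled 10 mg/kg MPH. The deposited values are log2 intensities that the authors made with Robust Multichip Average, which corrects the background, normalizes the quantiles over the arrays and summarizes each probe set. No version of that tool is given. The methods also name ComBat on the 3 replicates, and do not say whether the deposited log2 values include it. The doses are those of the deposited labels. The table of values holds 45141 probe sets, of which 104 controls were left out. Gene symbols came from the annotation of the array platform, with 28898 probe sets naming a single gene, 551 naming several and 15588 none. Of the single-gene probe sets, 28689 had an identifier found in the mouse reference annotation, which changed 0 symbols.

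All 45037 probe sets were fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes), with the 3 groups and the replicate number as an additive block, and p-values were adjusted by the method of Benjamini and Hochberg over all probe sets, at a threshold of 0.05. The block was set because the methods describe a batch of the 3 replicates, which is also the source of the pairing. Same-numbered arrays did not deviate together (correlations between -0.132 and -0.626). For the genes printed, calls that were made without the block stand beside the values with it. The test, the gene lists, the rule for named genes and most alternatives were set before the data were examined. The genes printed were then picked from those the rule gave, after their values were seen, and are followed in both comparisons with saline. The rule took the genes the paper measured by qPCR, up to 5 probe sets per direction with the smallest p that moved the same way in all 3 replicate numbers, the genes in both Table S1 and Table S2, whose listed values had been seen, and up to 4 members of each gene list with the smallest p. Where several probe sets name a gene, the brightest stands for it in list tests, and the probe set chosen by the rule or matched to the tables is the one printed. Of 52 genes followed, 18 have several probe sets, and 7 have one with the other sign in a comparison (Bdnf, Ptgs2, Tmem189, Jak3, Srxn1, Trem2 and Lhx9). The probe set of Slc18a2, which also names Pdzd8, was added after the values were seen and is in no list test.

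The 26 gene lists were tested with limma's camera at its preset inter-gene correlation of 0.01, on 1 probe set per gene, two-sided, with adjustment over the 26 lists within each comparison. No list passed with an estimated correlation. Genes measured by qPCR in the paper were also tested with an exact two-sided permutation test of 3 arrays against 3. The overlap and the correlation of the 2 comparisons were set beside 100 simulated draws of unchanged groups against the same saline arrays, and the overlaps also beside 20 draws passed through ComBat. Table entries were matched to probe sets by public sequence identifier, with a tolerance of 5e-04.

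Each method was tested on simulated data. In 45037 probe sets simulated without any batch for the comparison of the arrays labelled 1 mg/kg with saline, limma with the block recovered 40.3% of changes of 0.5 on the log2 scale, 95.5% of changes of 1 and 100% of changes of 2, with 10 false calls. Without the block it recovered 47.8%, 97% and 100%, with 9 false calls. The local pooled error test recovered 41.8%, 100% and 100% with 176 false calls, and ComBat followed by limma without the block 88.1%, 100% and 100% with 329 false calls. With a batch of the replicate numbers of 2 residual SDs in the simulated data, limma with the block recovered 40.3%, 97% and 100% with 12 false calls, limma without it 0%, 14.9% and 87.9% with 0, the local pooled error test 0%, 14.9% and 100% with 17, and ComBat followed by limma without the block 82.1%, 100% and 100% with 614. A list lowered by 0.3 was found by camera in 20 of 20 draws of 17097 genes, and 0 draws of unchanged groups passed a list. These draws held no correlation between genes. In the arrays labelled 1 mg/kg themselves, limma with the block did not pass Gucy2c at -1.398 (adjusted p = 0.316). The shares recovered in simulated data therefore do not show that 0 calls exclude changes of 1 or more.

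Alternatives were no replicate block, ComBat (written out from its formula) with limma and no block, and the local pooled error test (written out from its formula). Others were only the groups compared in the fit, a second quantile normalization, centring on the median, and the brighter or the more variable probe sets only. Further alternatives were an intensity trend together with limma's robust option, array weights, other thresholds, and each array left out in turn. For the lists they were an estimated correlation, fry, and the mean of a gene's probe sets. Leaving out a pair of arrays with unusual marker genes was added after the data were seen. The number of arrays limits the precision. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The qPCR, cell counts and dopamine measurements of the paper were not analysed again here. Its qPCR genes and results and its cell counts were only set beside the array values.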

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

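The tests with tissue markers or RNA quality as covariates, of the midbrain GABA genes, of the immediate-early genes without a pair of arrays and of the replicate number were chosen after the results were seen, as were the comparison of striatal with cortical markers of the same level, the limit of 1 on the log2 scale over the highest saline array and the lists counted as cell types. The tests of the forebrain markers, of the immediate-early genes without an array and of other divisions of the arrays were written before their results were seen.

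The dopamine neuron markers, lower than saline in both MPH groups, differed between the groups, by a median of 0.0948 in the arrays labelled 10 mg/kg over those labelled 1 mg/kg (adjusted p = 0.0226 from camera, and adjusted p = 0.827 with an estimated correlation), a difference that did not pass without 10 mg/kg replicate 1 (median 0.0563, adjusted p = 0.236), 10 mg/kg replicate 3 (0.0444, adjusted p = 0.208) or 1 mg/kg replicate 1 (0.0727, adjusted p = 0.303), nor without the 8 markers listed in the study's tables (median 0.0578, adjusted p = 0.135). The set is lower in the group whose label carries the smaller dose, and the paper's own lower cell counts were at 10 mg/kg (Fig. 1J), which does not settle the labels. Less raphe tissue in the MPH samples is argued against as the whole cause, since with Tph2 and Slc6a4 as a covariate the median went from -0.522 to -0.38 in the arrays labelled 1 mg/kg (quartiles -0.649 and -0.192, adjusted p = 2.58e-13, and 0.874 with an estimated correlation) and from -0.38 to -0.328 in those labelled 10 mg/kg (quartiles -0.53 and -0.0471, adjusted p = 1.62e-07, and 0.885 with an estimated correlation). More thalamus is argued against in the same way in the arrays labelled 1 mg/kg. With Tcf7l2, Rora and Lhx9 the median there went to -0.341 (quartiles -0.596 and -0.104, adjusted p = 3.29e-09, and 0.293 with an estimated correlation). In the arrays labelled 10 mg/kg the median was -0.375 (quartiles -0.525 and -0.162, adjusted p = 2.81e-11, and 0.22 with an estimated correlation). There the mean of these genes differed from saline by only 0.167 (SD 0.7 in saline), so the adjustment could hardly move the median and decides nothing. With an estimated correlation the list passed neither before nor after a covariate, so these arguments rest on the medians and the preset correlation. Both covariates took away part of the difference in the arrays labelled 1 mg/kg. The 3' minus 5' value of Actb moved with the groups, as it was higher in all 6 MPH arrays than in all saline arrays. That of Gapdh did not, at 0.231 to 0.387 in the saline arrays and 0.224 to 0.409 in the MPH arrays. RNA quality as read from Actb cannot be told apart from the treatment, since the gaps of 0.206 and 0.169 to saline are wider than the range of 0.145 within any group. The medians of -0.535 and -0.401 with the Actb value as a covariate decide nothing. Each of these fits has 3 residual degrees of freedom. Whether less of the substantia nigra was dissected cannot be told apart from a loss of dopamine transcripts, because the GABA neuron genes of the ventral midbrain, with medians of 0.177 and -0.0108, passed in neither direction. Without saline replicate 1 they passed as higher in the arrays labelled 1 mg/kg (median 0.288, adjusted p = 0.0387), which speaks against less of that tissue there but rests on leaving out 1 array. Fewer dopamine neurons or less mRNA in each remain open, as does uneven dissection, and the 10 divisions of 6 arrays into 3 and 3 are too few for a share under 0.05.

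The array labelled 10 mg/kg replicate 1 stood above the highest saline array, on the log2 scale, in Fezf2 (1.52), Neurod1 (1.33), Slc17a7 (1.17), Nrgn (1.14) and Neurod6 (1.04), genes of excitatory neurons of the forebrain and cerebellum, in the astrocyte and meningeal gene Gjb2 (1.14) and in Bmp4 (1.07). The immediate-early genes, which the paper does not discuss, rose in the arrays labelled 10 mg/kg, with a median log2 fold change of 0.318 and 17 of 21 higher (adjusted p = 3.32e-05 from camera, and adjusted p = 0.926 with an estimated correlation), and differed from the arrays labelled 1 mg/kg by 0.141 (adjusted p = 0.00131, and adjusted p = 0.827 with an estimated correlation). Without that array the list passed neither comparison (adjusted p = 0.0928 with a median of 0.143, and adjusted p = 0.547 with a median that turned to -0.0286), but without that array and 1 mg/kg replicate 2 it passed both (adjusted p = 0.0143 with a median of 0.17, and adjusted p = 0.013 with 0.171), so whether that array alone carried the call stays open. The difference of the doses did not pass without 1 mg/kg replicate 1 either (adjusted p = 0.309). Tissue of the cortex or hippocampus, which lie above the midbrain, is a candidate explanation, but of 10 measured markers not used before, 7 were highest in that array with a median excess of 0.704 (range -0.467 to 2.05), where 75% had been required, so it cannot be told apart from a change in the neurons or a response to the dose in that sample. Tissue of the striatum is argued against as the source of that rise. The 3 striatal markers measured of 8 had a median excess of -0.409 (range -0.697 to -0.0368), which met the bound of 0.1 or less set for excluding it. Their means in the other arrays were 7.399 to 8.64. Of the 3 cortical markers in that range Nptx1 and Mef2c rose (0.924 and 0.37) and Cux2 did not (-0.467). So this level did not hide a rise in Nptx1 and Mef2c, which need not hold for the striatal probe sets. A share of striatum too small to lift markers of that level stays open, as the argument rests on 3 markers on each side.

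In the array labelled 1 mg/kg replicate 2, Xist was 4.78 above the highest saline array on the log2 scale, and the Y-linked genes Eif2s3y, Kdm5d and Uty were at -2.96, -1.81 and -1.68 relative to the saline mean, lower than in the other 8 arrays. The sex of the mice is not stated, and no explanation was tested. The heat shock and unfolded protein response list rose in the arrays labelled 10 mg/kg by a median of 0.0851 (adjusted p = 0.0425, 0.0568 without the replicate block, and adjusted p = 0.926 with an estimated correlation), and did not pass without saline replicate 1 (median 0.086, adjusted p = 0.0871), saline replicate 3 (0.0668, adjusted p = 0.34) or 10 mg/kg replicate 1 (0.0189, adjusted p = 0.736), while without 10 mg/kg replicate 2 the median was 0.158 (adjusted p = 0.00149). The oligodendrocyte list was lower in the arrays labelled 10 mg/kg than in those labelled 1 mg/kg, by -0.133 (adjusted p = 0.0479, 0.0765 without the block, and adjusted p = 0.892 with an estimated correlation), and did not pass without saline replicate 1 (adjusted p = 0.0504), 2 (0.0753) or 3 (0.0591), nor without 10 mg/kg replicate 1 (median -0.0175, adjusted p = 0.714) or 1 mg/kg replicate 1, where the median turned to 0.0272 (adjusted p = 0.688). The list of midbrain GABA neurons was lower as well, by -0.196 (adjusted p = 0.0479, 0.0765 without the block, and adjusted p = 0.827 with an estimated correlation), and did not pass without saline replicate 3 (adjusted p = 0.0631), 10 mg/kg replicate 1 (median -0.0653, adjusted p = 0.288) or 2 (-0.317, adjusted p = 0.0559), or 1 mg/kg replicate 1 (-0.138, adjusted p = 0.303) or 2 (-0.149, adjusted p = 0.256).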

How the results depend on the processing

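With the replicate block, 0 probe sets passed in either comparison with saline, between the doses or in both comparisons. Only the groups compared, a second quantile normalization, centring, the brighter or more variable probe sets, array weights, an adjusted p of 0.01 and leaving out the pair of unusual arrays (chosen after the data were seen) also gave 0. With no replicate block the counts for the arrays labelled 1 mg/kg, those labelled 10 mg/kg, the difference of the doses and both were 54, 115, 0 and 23. ComBat with no replicate block, which may correct the replicate number a second time, gave 3152, 2738, 716 and 1021. The local pooled error test gave 533, 337, 208 and 164. An intensity trend together with limma's robust option gave 2, 1, 0 and 1. An unadjusted p of 0.05 or less gave 4637, 4318, 2879 and 1671, and of 0.01 or less 1098, 1052, 560 and 308. The 1671 are those with the same direction in both comparisons, out of 1680 in either direction. Leaving out 1 array gave 0 to 1 in each comparison with saline and in both, the 1 without saline replicate 2. Of the genes measured by qPCR, 0 comparisons passed with the block, 3 without it (Th in both and Slc18a2 in the arrays labelled 1 mg/kg), 6 with ComBat and 5 with the local pooled error test. The correlation of the comparisons, 0.621, ranged from 0.506 to 0.721 with 1 array left out and was 0.496 without the pair, where arrays of replicate 1, 2 and 3 taken alone gave 0.366, 0.708 and 0.618.

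The 1, 3 and 4 gene lists that passed in the comparisons of the arrays labelled 1 mg/kg and 10 mg/kg with saline and with each other became 0, 0 and 0 with an estimated correlation, 1, 0 and 0 with fry for 1 direction and 4, 8 and 0 with fry for either. Between the doses, 2 passed with no replicate block, with ComBat, with the mean of a gene's probe sets and without the pair of unusual arrays. With 1 array left out, the counts ranged from 1 to 5 (most without 1 mg/kg replicate 1), from 1 to 6 (fewest without 10 mg/kg replicate 1, most without 10 mg/kg replicate 3) and from 0 to 5 (0 without 10 mg/kg replicate 1 or 1 mg/kg replicate 1). The dopamine neuron list passed in 9 of 9 of these in both comparisons with saline, with medians from -0.522 to -0.399 and from -0.417 to -0.328. Between the doses, the median of the immediate-early genes ranged from -0.0286 (without 10 mg/kg replicate 1) to 0.279, and that of the oligodendrocytes from -0.235 to 0.0272 (without 1 mg/kg replicate 1). That of the GABA neurons turned to 0.00383 without the pair.

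The 52 genes followed here, picked after their values were seen, kept their direction in 1851 alternatives and turned in 21. Bdnf in the arrays labelled 10 mg/kg turned to -0.213 with the local pooled error test and -0.303 without the pair. With 1 array left out, it ranged from -0.316 (without 10 mg/kg replicate 1) to 0.562, and in those labelled 1 mg/kg from -0.352 to 0.215 (without 1 mg/kg replicate 1). Tnf ranged from -0.025 (without 1 mg/kg replicate 3, and -0.00993 without saline replicate 2) to 0.0648, and in those labelled 10 mg/kg from -0.035 (without 10 mg/kg replicate 2) to 0.0854. Il6 ranged from -0.0175 (without 1 mg/kg replicate 3) to 0.126, and in those labelled 10 mg/kg from -0.106 to 0.0567 (without 10 mg/kg replicate 3). Ptgs2 in the arrays labelled 1 mg/kg ranged from -0.103 (without 1 mg/kg replicate 3) to 0.547, Icam1 from -0.198 to 0.00152 (without saline replicate 3), Fos from -0.0664 (without 1 mg/kg replicate 2) to 0.454, Egr4 from -0.0275 (without 1 mg/kg replicate 2) to 0.139, and Hspa1b from -0.106 (without saline replicate 3, and -0.0167 without 1 mg/kg replicate 3) to 1.02, while Ccl5 turned to 8e-05 without the pair. Lhx9 in the arrays labelled 10 mg/kg turned to -0.0328 with the local pooled error test and ranged from -0.203 (without saline replicate 2, and -0.0589 without 10 mg/kg replicate 2) to 0.76, and Gad2 from -0.106 (without saline replicate 2, and -0.0451 without 10 mg/kg replicate 3) to 0.245. Of the 112 matched table values, 16 stayed within 5e-04 with ComBat and 9 with a second quantile normalization. Without the genes of the tables, the dopamine neuron list passed in both comparisons with saline but not between the doses (adjusted p = 0.135), where 3 lists then passed. The number of arrays nearest to one of their own group, 6, was 4 with a smaller set of the most variable probe sets, 6 with all probe sets and 9 with ComBat. The cause was not tested. Values near 2.93, the background, limit Gdnf. Low values, with group means of 3.23 to 3.69, limit Il6, Il1b and Tnf.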

Differences from the paper's values

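The paper gives 115 changed genes at 1 mg/kg MPH and 54 at 10 mg/kg MPH, and the limma fit with the replicate block gave 0 in the arrays of either label. The paper's thresholds are stated as an FDR of 0.05 and a p of 0.05. Its methods give an FDR-corrected p of 0.01 with a q value of 0.05 or less. An adjusted p of 0.05 was used here. With no replicate block, an alternative set before the data were examined, limma gave 115 in the arrays labelled 10 mg/kg and 54 in those labelled 1 mg/kg, which are the paper's 115 and 54 with the labels exchanged. By their own labels, these counts still differ from the paper's. For the paper's 23 genes common to both doses, 0 were found with the block and 23 with no replicate block. All other alternatives set before the data were examined gave counts that differ from the paper's. They were ComBat, the local pooled error test that the paper's results section names, only the groups compared, a second quantile normalization and centring. The rest were the brighter or more variable probe sets, an intensity trend with limma's robust option, array weights, the other thresholds and each array left out.

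By their own labels, 0 of 76 matched values of Table S1 and 0 of 36 of Table S2 equal the arrays within 5e-04. For 5 genes chosen after the tables were seen (Th, Gch1, Sncg, Gucy2c and Chrna6), a value was taken to differ when the gap exceeded the SD of the 3 differences between same-numbered arrays. Same-numbered arrays did not deviate together, so which genes differ by this rule depends on a pairing that the values do not bear out. For Gucy2c in the arrays labelled 1 mg/kg that SD was 0.496, where the SDs within the groups were 0.235 (saline) and 0.261 (labelled 1 mg/kg). In Table S1, for 1 mg/kg, the paper lists -0.613 for Gch1 and -0.540 for Sncg, where the arrays labelled 1 mg/kg gave -0.837 and -0.665 (SD 0.102 and 0.0871). Its -0.990 for Gucy2c lies within the SD of 0.496 of the -1.398 in those arrays. In Table S2, for 10 mg/kg, the paper lists -0.878 for a second probe set of Gch1 and -1.398 for Gucy2c, where the arrays labelled 10 mg/kg gave -0.402 and -0.990 (SD 0.253 and 0.173). With no replicate block, with ComBat and with a second quantile normalization these 4 still differ. With a second quantile normalization, Sncg in Table S2 comes to differ as well (-0.665 listed, -0.525 in the arrays labelled 10 mg/kg, SD 0.139). Table S2 also lists -0.837 for the first probe set of Gch1, where the arrays labelled 10 mg/kg gave -0.613 (SD 0.0234). With the labels exchanged, none of the 5 genes differs.

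The paper's results section and methods disagree on the test, as the first names the local pooled error test and the second limma. The values and calls of limma with no replicate block equal both tables once the labels are exchanged. The paper reports lower bdnf mRNA by qPCR at 10 mg/kg MPH, where the arrays labelled 10 mg/kg gave a log2 fold change of 0.25 and those labelled 1 mg/kg -0.14, both within their standard error of 0.35. The 0.25 turned to -0.316 without 10 mg/kg replicate 1, -0.213 with the local pooled error test and -0.303 without the pair of unusual arrays. It kept its sign in the other alternatives. For th, slc6a3 and the shared probe set of slc18a2 the arrays of both labels gave negative values, as the paper does by qPCR, and gdnf lay near background, where its sign shows nothing.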

Other observations

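The test of the replicate number was chosen after the results were seen, and those of other divisions of the arrays were written before.

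Other cell types of the midbrain showed few group-wide changes, and no list here passed in a comparison with saline with all arrays in the fit unless said. In the arrays labelled 1 mg/kg and 10 mg/kg, the medians were -0.04 and -0.06 for 18 astrocyte genes, with the membrane protein Mlc1 at -0.23 and -0.54 (standard error 0.09, adjusted p = 0.166 and 0.0415 without the block), and -0.04 and -0.19 for 14 oligodendrocyte genes, with the myelin genes Mag at -0.27 and -0.62 (standard error 0.15) and Cnp at -0.44 and -0.54 (standard error 0.16). Oligodendrocyte precursors (8 genes) had medians of 0.02 and -0.11. Genes of vessels (19) had medians of 0.01 and -0.04, with the tight junction gene Cldn5 at 0.35 and 0.25 (standard error 0.08) and the growth factor receptor Kdr at 0.45 and 0.26 (standard error 0.12). The 12 genes of midbrain GABA neurons had Gad2 at 0.58 and 0.08 (standard error 0.23). Excitatory neurons and neighbouring regions (18) had medians of 0.12 and 0.32 (adjusted p = 0.274 and 0.0593), with the thalamic gene Lhx9 at 1.09 and 0.33 (standard error 0.36, with 1 of its 3 probe sets on the other side of 0 in both). Serotonin, cholinergic and hypothalamic neurons (19) had medians of -0.21 and 0.00277, with the neurofilament gene Prph at -1.18 and -0.46 (standard error 0.23). With 1 array left out, some of these lists passed, namely, in the arrays labelled 1 mg/kg, GABA neurons without saline replicate 1 (0.288, adjusted p = 0.0387), and without 1 mg/kg replicate 1 oligodendrocytes (-0.166, adjusted p = 0.0233) and excitatory neurons (0.339, adjusted p = 0.0406). Oligodendrocytes passed in the arrays labelled 10 mg/kg without 10 mg/kg replicate 2 (-0.322, adjusted p = 0.0134) or 3 (-0.255, 0.0182) or 1 mg/kg replicate 1 (-0.19, 0.0262), and excitatory neurons without saline replicate 3 (0.453, 0.0103), 10 mg/kg replicate 3 (0.431, 0.00107) or 1 mg/kg replicate 1 (0.322, 0.0262).

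Complex I of mitochondria (33 genes) had medians of 0.03 and 0.00547, choroid plexus and ependyma (14) of 0.02 and -0.00172, red blood cells (5) of -0.06 and 0.07, nuclear non-coding RNAs (11) of -3.33e-05 and -0.01, and sex-linked genes (4) of -0.73 and 0.20. The -0.73 rests on replicate 2 of the arrays labelled 1 mg/kg, where the list's median relative to saline was -1.75, against -0.232 and -0.0714 in replicates 1 and 3. Complex I passed as higher in the arrays labelled 1 mg/kg without saline replicate 1 (0.0705, adjusted p = 0.00142) or 1 mg/kg replicate 3 (0.0674, 0.0112), and in those labelled 10 mg/kg without the pair of unusual arrays (0.0644, 0.0305). The sex-linked genes passed in the arrays labelled 10 mg/kg without 1 mg/kg replicate 2 (0.196, 0.035). The 21 immediate-early genes and 22 heat shock genes had medians of 0.04 and 0.07 in the arrays labelled 1 mg/kg (adjusted p = 0.671 and 0.173). Without 1 mg/kg replicate 1 both passed as higher (0.139, adjusted p = 0.0233, and 0.124, adjusted p = 0.0126), as did the heat shock genes without saline replicate 2 (0.0995, adjusted p = 0.0106). Among single genes, Fos had log2 fold changes of 0.17 and 0.91 (standard error 0.32), Jun of 0.24 and 0.39 (standard error 0.14) and Egr4 of 0.04 and 0.32 (standard error 0.10), with medians of all immediate-early genes of 0.509, 0.141 and 0.23 in replicates 1, 2 and 3 of the arrays labelled 10 mg/kg. The heat shock gene Hspa1b had values of 0.41 and 1.28 (standard error 0.54) and Ppp1r1b, a phosphatase inhibitor of dopamine-receptive neurons, of -0.35 and -0.75 (standard error 0.18).

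The median F of the replicate number and the correlations of same-numbered arrays argue against deposited values without a correction for that number. The median F, 0.073, lies under all 20 values, 0.815 to 0.840, of simulated data without batch or correction. It lies above the 0.0121 to 0.0137 of data simulated with ComBat. Same-numbered arrays of different groups deviated in opposite directions in every pair, with correlations of -0.132 to -0.626. In the array labelled 1 mg/kg replicate 2, a probe set of Xist was at 7.479. In the other arrays of that number it was at 2.285 and 2.25, the lowest values of those arrays. In the remaining arrays it was at 3.432 to 3.7. A fit without the block counts more free information than corrected values hold. It called 99 to 395 probe sets in data simulated with ComBat and without any change, so the 54 and 115 calls here do not by their number show a change. How many false calls to expect here cannot be read from those data either. Without the block, 7751 to 8151 probe sets there had an unadjusted p of 0.05 or less, beside 8333 and 7955 here, yet a median of 267 passed. With the block, 4637 and 4318 probe sets had an unadjusted p of 0.05 or less, beside 3988 to 4253 in that simulated data. The low value of F could also come from another correction than ComBat, which was not tested.

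With 10 divisions of 6 arrays into groups of 3, the real one included, a share under 0.05 cannot be had. Without the block, 1 of the 10, the real one, gave as many calls in each comparison with saline (54, highest other 2, and 115, highest other 7). With the block, 10 of 10 gave as many as the real 0 in each of the 3 comparisons, the highest others being 0, 0 and 2. For the gene lists, 10, 8 and 7 of the 10 divisions passed as many as the real 1, 3 and 4, the highest others being 7, 7 and 5, several times the real count in the first. Each other division has more arrays of one group than of the other on each side. It therefore keeps part of the real difference and does not stand for unchanged groups. How much a structure of the samples or a correlation between genes above the preset 0.01 (estimates reach 0.643, for oligodendrocytes) added to that part was not told apart. The dopamine neuron list passed in 6 of 9 other divisions in both comparisons with saline, with medians up to 0.343 and 0.298 in size where the real ones were -0.522 and -0.38.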
